A study of Avicennia germinans with 18 samples.

How the data were processed

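RNA was measured in leaves, stems and roots of 6 field-grown seedlings of the mangrove tree Avicennia germinans, 3 from a humid and 3 from an arid forest. This gave 18 libraries in 6 groups of 3. Per the labels' protocols, the seedlings were moved into pots of 3 L with mangrove soil and kept shaded and watered for 72 hours before harvest into an RNA stabilising solution. Libraries were prepared from 0.5 µg of total RNA with the Illumina TruSeq kit and sequenced as read pairs on a Genome Analyzer IIx, per the labels. One sampling date and hour is given for all libraries. The labels list the same barcode sequences for each of 3 sets of 6 library names, so libraries that share a barcode would need to be sequenced in separate pools. The names in that list differ from the sample names, and no library could be tied to a pool. If each set held the libraries of 1 organ, pool and organ could not be told apart in the organ comparisons.

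The authors deposited read counts per transcript, without normalization, in 1 table of all libraries and in 1 file per library, and the 2 sources held equal values. The table is described by its name as raw counts of uniquely mapped reads. The aligner, the counting program, the reference transcriptome and its build are not given in the sources used here. The table lists 47821 transcripts by identifier, of which 17967 carry the prefix non_cod, and each had at least 1 read in 1 library. All columns were matched to samples by name. The files do not pair identifiers with gene names, so transcripts were reported by identifier, and positions and gene functions were not used here. Reads that closely similar transcripts share could not be assessed without their sequences, so the level of a transcript may include or lack reads of a near copy.

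Samples were grouped by the forest, the organ and the number in the labels. The series' design text describes leaves, stems and roots of the same seedlings, so libraries with the same number and forest were taken as 1 seedling. This was checked on the deviations of log2 CPM (counts per M reads, with M for mega) from the group means. The 18 pairs of libraries from different organs of the same seedling had a median correlation across transcripts of 0.208 and a range from -0.075 to 0.343, and 16 of them exceeded 0.1. The 36 pairs of different organs and different seedlings of a forest had a median of -0.102. Deviations within a group cancel out, so this value follows largely from the one above and is not a separate baseline. The same number in the other forest marked a different seedling.

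Differential expression was tested with the quasi-likelihood test of edgeR 4.0.16 under R 4.3.3 on the counts as deposited. Library sizes were scaled with trimmed mean of M-values factors. Transcripts were filtered by group with a minimum count of 10 and a minimum total count of 15, which left 40897 transcripts, of which 13289 (32.5%) carried the prefix non_cod. At least 98.5% of the reads of every library fell on these. All 18 libraries entered 1 model with a mean for each group and 12 residual degrees of freedom, so that the groups shared 1 estimate of the spread. Contrasts gave the forest difference within each organ, the difference of that forest difference between organs, and the difference between organs averaged over both forests. P-values were adjusted over transcripts by the Benjamini-Hochberg method, and a transcript was called at an adjusted p under 0.05. Positive log2 fold changes denote higher levels in the arid forest or in the organ named before the other. Normalised levels are in CPM after scaling and are given as mean ± SD. Principal components were computed on log2 CPM with a prior count of 2. Shares of reads per library were compared by exact two-sided permutation tests in scipy 1.17.1, which cannot go below p = 0.1 with 3 libraries against 3. Plots were drawn with matplotlib 3.10.9 under Python 3.11.15.

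Library totals ranged from 3.07 to 23.7 M reads. A count of 0 allowed a level of up to 3 counts, which corresponded to between 0.127 and 0.979 CPM. This limit covers counting error only, since amplified reads are not independent molecules.

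The procedure was tested on simulated counts drawn from the means, spread and sizes of the real libraries, with a seeded set of transcripts changed by known factors. In simulated forest comparisons over 39166 transcripts, edgeR recovered 27.7% of the changed transcripts for leaf, 29.5% for stem and 30% for root, and called 2, 2 and 4 unchanged ones. Of those changed 16-fold it recovered 63.3%, 60% and 53.2%. For the difference of the forest effect it recovered 16.5% for leaf against stem, 15.1% for leaf against root and 15.9% for stem against root. For organ comparisons over 39346 transcripts it recovered 47.6% for leaf against stem, 53.1% for leaf against root and 50% for stem against root. DESeq2 1.42.0 recovered 44.6%, 45.6% and 49.5% in the simulated forest comparisons for leaf, stem and root. Of its 129, 131 and 147 calls there, 42, 43 and 53 were unchanged transcripts.

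Groups, tests, contrasts and the rule for naming transcripts were fixed before the data were examined, as were most alternatives. These were DESeq2 size factors, no filter, a stricter filter, robust shrinkage, DESeq2, an added minimum of 2-fold, fits with only the libraries compared, a replicate block, and leaving out each library in turn. Upper quartile scaling and thinning of every library to the total of the shallowest were added after the data were seen. With identifiers alone, the rule named 2 transcripts higher and 2 lower in the arid forest. They were called in the same direction in most organs and had 3 values of one forest outside the 3 of the other in each of those organs. Among such transcripts, those with the largest minimum absolute log2 fold change were taken. How often other splits of the 6 seedlings, or swaps of organs within seedlings, gave as many calls was counted with the same model.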

Results

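Transcript levels were compared between seedlings of Avicennia germinans, a salt-secreting mangrove tree, from 2 forests about 5.4 km apart that the labels call humid and arid and that differed in freshwater supply, salt, light and temperature. Leaves, stems and roots of 3 seedlings per forest were sequenced, so that each of the 6 combinations of forest and organ held 3 libraries. The counts summed to 205.9 M reads over all 18 libraries. Mean totals were 13.3 ± 9.04 M reads for humid leaves and 13.3 ± 5.13 M for arid leaves (SD, n = 3 in every group). Humid stems had 9.69 ± 3.39 M and arid stems 14.3 ± 2.35 M. Humid roots were the shallowest group with 6.25 ± 3.01 M, and arid roots had 11.7 ± 5.65 M. The shallowest library, of humid root 2, had 3.07 M reads, and the deepest, of humid leaf 3, had 23.7 M.

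Replicate libraries correlated across transcripts with Pearson's r between 0.785 and 0.93 on log2 CPM. The lowest value was found among the arid stems, where r ranged from 0.785 to 0.87. Transcripts are not independent replicates, so these values describe the libraries only. Counts of every pair of replicates differed by more than sampling noise, the lowest chi-square per degree of freedom being 18.3, so no pair looked like copies of 1 library. This check finds such copies only. The libraries were counted as separate samples because the labels describe them so. The biological coefficient of variation between replicates was 51.1% in leaves, 61.4% in stems and 47.5% in roots.

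The first principal component held 27.5% of the variance and the second 13.8%. Humid roots scored between 199 and 239.2 on the first component, while arid roots 1, 2 and 3 scored 17.2, 149.2 and 57.6. Leaves scored between -159.5 and -38.2. Humid stems lay between -31.9 and 1.5, arid stem 2 was within that range at -4.6, and arid stems 1 and 3 lay at -112.1 and -111.9.

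**Figure D1:**
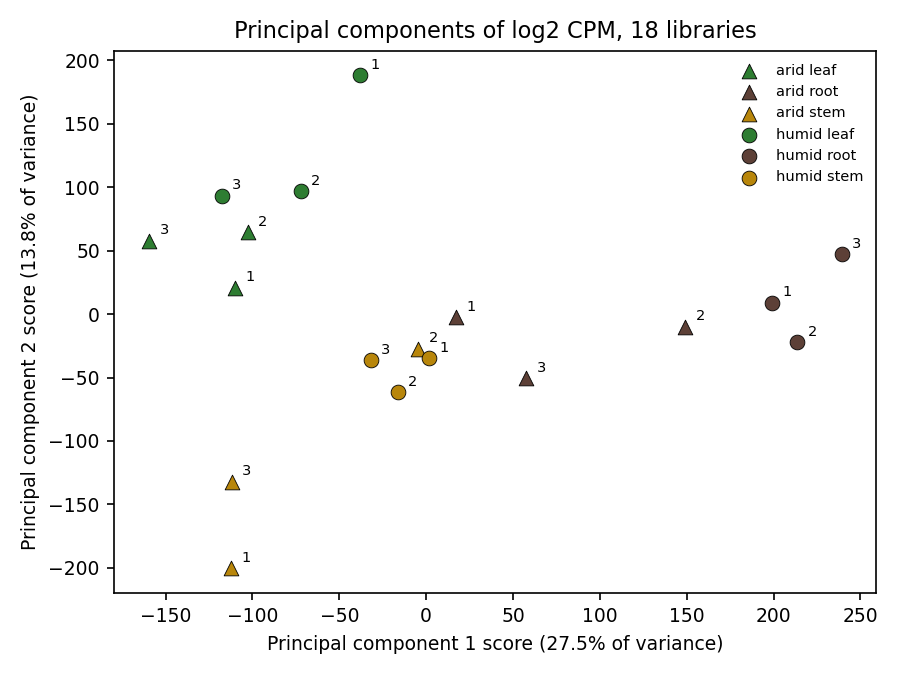
Scores of the 18 libraries on principal component 1 (27.5% of variance, x axis) and component 2 (13.8%, y axis), computed on log2 CPM. Each point is a library, with colour for the organ, circles for the humid and triangles for the arid forest and the seedling number beside it; arid root 1 lies near the stems at 17.2 on the x axis, and the humid roots lie at 199 or above.

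The composition of the libraries was compared between forests within each organ, which made 9 comparisons. In stems, the percent of reads on transcripts with the prefix non_cod was 14.6 ± 2.32% in the arid and 9.17 ± 1.06% in the humid forest. The percent of reads taken by the 100 most abundant transcripts of a library was 19.5 ± 2.82% in arid and 9.77 ± 0.851% in humid stems. Scaling factors averaged 0.875 ± 0.0984 in arid and 1.2 ± 0.0326 in humid stems. In each of these measures the 3 arid stems lay outside the range of the 3 humid stems, with an exact two-sided permutation p of 0.1, the smallest that 3 libraries against 3 allow, and an adjusted p of 0.3. In leaves and roots the exact p-values of the same measures ranged from 0.2 to 0.8.

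The central question was how transcript levels differed between the forests within each organ. In leaves, none of the 40897 tested transcripts was called by the quasi-likelihood test of edgeR. The smallest adjusted p was 0.0588, and 2698 transcripts (6.6%) had an unadjusted p under 0.05. The alternative that moved this count most was DESeq2, which called 335 transcripts, 44 higher and 291 lower in the arid forest.

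In stems, 565 transcripts (1.38%) were called by edgeR, 235 higher and 330 lower in the arid forest, with a median absolute log2 fold change of 2.85. An unadjusted p under 0.05 was found for 8260. The share of higher transcripts was 41.6%, against 25.1% under upper quartile scaling (637 called, 160 higher and 477 lower), which moved the median log2 fold change of all transcripts from 0.03 to -0.12. DESeq2 called 3833. Transcripts with the prefix non_cod made up 31.2% of the called and 32.5% of the tested ones. The count depended on single libraries. It was 3611 without arid stem 2, and between 32 and 171 without any one of the others.

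In roots, 662 transcripts (1.62%) were called by edgeR, 560 higher and 102 lower in the arid forest, with a median absolute log2 fold change of 3.23. An unadjusted p under 0.05 was found for 6357, and DESeq2 called 2422. Transcripts with the prefix non_cod made up 12.5% of those called. Leaving out any single root library changed the count by more than 1.5 times. It was 1 without humid root 3, 90 without arid root 1, 241 without arid root 3, 242 without humid root 1, 281 without humid root 2 and 1110 without arid root 2. A fit with only the root libraries called 160 transcripts, 79 higher and 81 lower in the arid forest. Higher and lower transcripts were thus about equally many in that fit, which tested 31669 transcripts.

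The level of shoot-typical transcripts in the root libraries was measured beside these calls. Transcripts with a mean of at least 50 CPM in humid leaves and at least 20-fold less in humid roots numbered 256. Their median level in arid root 1 was 52.9% of that in the leaf of the same seedling (quartiles 35.6% and 81.5%). It was 2.14% in arid root 2 and 11.6% in arid root 3. For transcripts defined likewise on stems, of which there were 82, the median was 46.2% of the own stem in arid root 1, 5.58% in arid root 2 and 23.3% in arid root 3. In humid roots 1, 2 and 3, with the own seedling left out of the definition, the corresponding leaf medians were 1.82%, 1.51% and 0.57%, and the stem medians were 2.53%, 1.35% and 0.591%. Transcripts of at least 50 CPM in humid roots and at least 20-fold less in both shoot organs numbered 64. Their median level was 7.23%, 29.1% and 7.93% of the humid root mean in arid roots 1, 2 and 3. In humid roots 1, 2 and 3, again defined without the own seedling, it was 51.5%, 40% and 119%. A pseudocount of 0.1 CPM was added in these ratios.

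**Figure D2:**
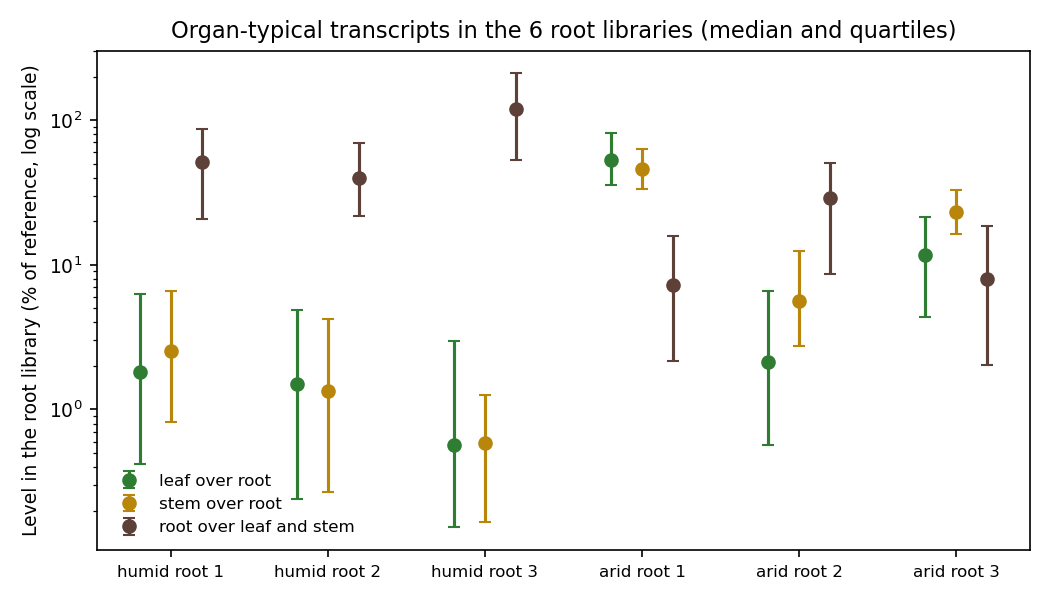
Level of organ-typical transcripts in each of the 6 root libraries (y axis, percent of a reference, log scale); points are medians over transcripts and bars span the quartiles. The reference is the leaf or stem of the same seedling for leaf-over-root and stem-over-root transcripts and the mean of the humid roots for root-over-shoot transcripts; leaf-over-root transcripts stand at 52.9% in arid root 1 and at or below 1.82% in the humid roots.

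The overlap of the calls between forests was counted across organs. Stems and roots had 29 called transcripts in common, 26 higher and 3 lower in the arid forest in both, and none with opposite signs. Since no transcript was called by edgeR in leaf, none was called in all 3 organs. An overlap of 3 organs could therefore not be measured from these calls. By edgeR, 305 transcripts had an unadjusted p under 0.05 with the same sign in all 3, and DESeq2 called 19 in all 3 with the same sign. Across the 40897 tested transcripts, which are not independent replicates, the log2 fold changes between forests correlated with Pearson's r of 0.335 for leaf and stem (Spearman's rho 0.33), 0.225 for leaf and root (0.247) and 0.136 for stem and root (0.126).

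Identifiers are not paired with gene names in the files, and 4 transcripts are reported by identifier. Ag_36458 had 28.9 ± 12.5 CPM in humid and 2150 ± 472 CPM in arid stems, a log2 fold change of 6.22 (SE 1.21, edgeR adjusted p 0.027). In roots it had 3.37 ± 0.254 CPM in the humid and 546 ± 438 CPM in the arid forest, a log2 fold change of 7.33 (SE 1.29, edgeR adjusted p 0.012). In leaves it had 123 ± 184 CPM in the humid and 1080 ± 285 CPM in the arid forest, which was not called (log2 fold change 3.13, SE 1.05, edgeR adjusted p 0.52). All 3 arid libraries lay above all 3 humid ones in each organ. It was at 151 CPM in arid root 2, where shoot-typical transcripts were lowest among the arid roots. The stem of that seedling had 1780 CPM, and stem-over-root transcripts had quartiles of 2.74% and 12.4% of the own stem there. The value of 151 CPM lies within that range, so it does not set this transcript apart from shoot-typical ones. In arid roots 1 and 3 it was at 471 and 1020 CPM, with the own stems at 2680 and 1980 CPM.

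Ag_47668 had 11.9 ± 5.25 CPM in humid and 851 ± 768 CPM in arid stems, a log2 fold change of 6.15 (SE 1.31, edgeR adjusted p 0.034). In roots it was counted 8, 0 and 2 times in humid libraries 1, 2 and 3 and 1159, 23 and 121 times in arid libraries 1, 2 and 3, a log2 fold change of 6.77 (SE 1.46, edgeR adjusted p 0.028). Without arid root 1, the library with the highest level of shoot-typical transcripts, the log2 fold change in roots was 3.84. Its edgeR adjusted p was then 0.17, the highest among the alternatives for this value, which reached down to 7.5e-07 under DESeq2. In leaves it was at 111 ± 78.1 CPM in the humid and 324 ± 133 CPM in the arid forest, with an edgeR adjusted p of 0.91.

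Of the lower transcripts, Ag_22218 had 13.9 ± 3.11 CPM in humid and 2.68 ± 1.38 CPM in arid stems, a log2 fold change of -2.36 (SE 0.42, edgeR adjusted p 0.022). In roots it had 19.5 ± 2.59 CPM in the humid and 4.99 ± 0.429 CPM in the arid forest, a log2 fold change of -1.96 (SE 0.41, edgeR adjusted p 0.024). In leaves the log2 fold change was -2.03 (SE 0.41, edgeR adjusted p 0.27), with 20.4 ± 11 CPM in the humid and 5 ± 0.74 CPM in the arid forest. All arid leaves lay below all humid ones. The estimate and its SE were close to those in roots, so the missing call does not show that leaves lacked the difference. Ag_42466 had a log2 fold change of -1.79 in stems (SE 0.38, edgeR adjusted p 0.033), from 38.6 ± 12.5 CPM in humid to 11.1 ± 4.96 CPM in arid libraries. In roots the log2 fold change was -1.57 (SE 0.38, edgeR adjusted p 0.046), from 50.2 ± 7.4 CPM to 16.9 ± 2.34 CPM. Its leaf levels of 18.3 ± 5.75 CPM in the humid and 16.5 ± 6.72 CPM in the arid forest did not differ beyond the spread between replicates. For each of the 4 transcripts, in stem and in root, the edgeR adjusted p rose above 0.05 when certain single libraries were left out, to at most 0.18, and the sign stayed the same.

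**Figure D3:**
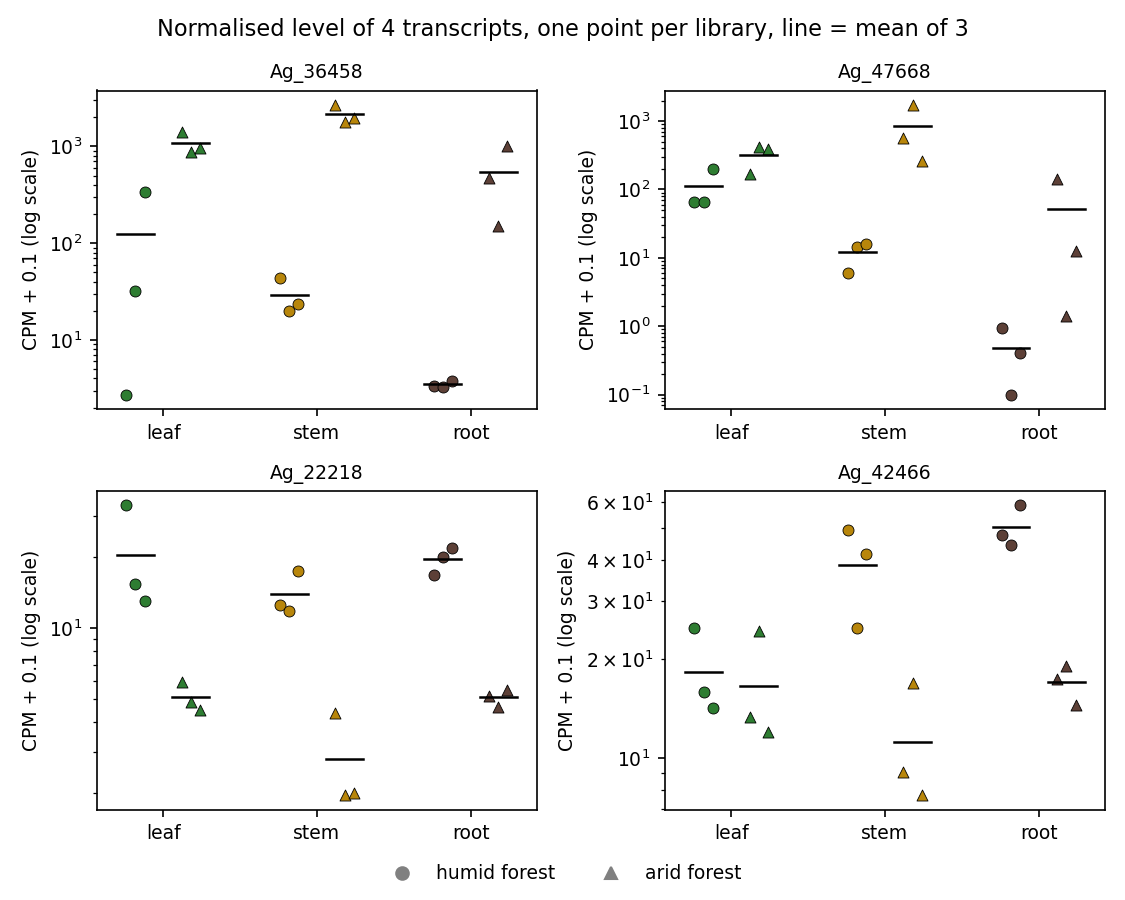
Normalised level (y axis, CPM plus 0.1, log scale) of Ag_36458, Ag_47668, Ag_22218 and Ag_42466 in leaf, stem and root. Each point is a library, circles for the humid and triangles for the arid forest, and each line is the mean of 3 libraries; in stem and root the 3 arid values lie outside the 3 humid values for all 4 transcripts.

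Whether the forest difference itself differed between organs was tested in the same edgeR model. For leaf against stem no transcript was called, with 2974 at an unadjusted p under 0.05, and DESeq2 called 276. For leaf against root no transcript was called either, with 3146 at an unadjusted p under 0.05, and DESeq2 called 447. For stem against root edgeR called 28 transcripts, 2 with a higher and 26 with a lower forest log2 fold change in stem than in root, at adjusted p-values between 0.0477 and 0.0493. With the seedling as a replicate block the count was 77, 26 higher and 51 lower, and 21 of the 28 were among them. DESeq2 called 2019. Leaving out any single stem or root library moved the count by more than 1.5 times, to 1 or 0 for 10 of the 12 libraries, to 1138 without arid stem 2 and to 273 without arid root 2.

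Organ comparisons used 6 libraries against 6 and so had more power than the forest comparisons with 3 against 3, which limits a comparison of their counts. In the simulated data edgeR recovered 47.6% to 53.1% of the changed transcripts between organs and 27.7% to 30% between forests. Between leaf and stem, 3174 transcripts (7.76%) were called by edgeR, 1863 higher in leaf and 1311 higher in stem, with a median absolute log2 fold change of 1.75. DESeq2 called 6297, the largest change in number, and without arid stem 2 the count was 5211. Leaving out humid stem 1 gave 1564, the largest change as a ratio. Under upper quartile scaling the larger side changed, with 1547 higher in leaf and 1616 higher in stem. Between leaf and root, 8016 transcripts (19.6%) were called by edgeR, 4690 higher in leaf and 3326 higher in root, with a median absolute log2 fold change of 2.17. Here too the larger side changed under upper quartile scaling, with 4010 higher in leaf and 4132 higher in root. Between stem and root, 4668 (11.4%) were called by edgeR, 2691 higher in stem and 1977 higher in root, with a median absolute log2 fold change of 2.21. This count was 8224 without arid stem 2, with 3902 higher in stem and 4322 higher in root, so that the larger side changed. It was 2751 without arid root 2 and 2785 without humid root 3. These contrasts average over both forests and include the arid roots with the levels of shoot-typical transcripts given above.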

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

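The test of how many of these transcripts were also called between forests in stem was chosen only after the result was seen, as were upper quartile scaling and the thinning of libraries to equal totals.

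The difference between forests was itself tested for a difference between organs, and stem and root differed in 28 transcripts by edgeR at adjusted p-values between 0.0477 and 0.0493. With the seedling fitted as a replicate block the count was 77, and 21 of the 28 were among them. Of the 77, 26 had a higher and 51 a lower forest log2 fold change in stem than in root. The counts and checks below are from the fit without this block. Of the 28, 24 were higher in arid than in humid roots and 21 were lower in arid than in humid stems. Opposite signs in the 2 organs were found for 21. In roots 13 were called and in stems 15, and none in both. Only 1 of the 10 splits of the 6 seedlings, the real one, gave as many transcripts, and none was called by edgeR under the other splits. With 10 splits the share cannot go below 0.1, so chance cannot be excluded, and the forest and a grouping of 3 seedlings against 3 by chance cannot be told apart in this design.

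Among the technical explanations, scaling of the arid stem libraries by a few abundant transcripts stays open. All 28 transcripts were still called under upper quartile scaling, among 30. That scaling moved the median stem-minus-root difference of all transcripts from -0.08 to -0.17, towards the 26 lower calls. Their survival was thus favoured and does not decide the question. DESeq2 size factors within edgeR, with a median of -0.07, kept 20 of the 28, 2 higher and 18 lower. Unequal depth of the libraries stays open. When every library was thinned to the total of the shallowest, 0 transcripts were called by edgeR, but thinning also lowers the power for a true difference, and the median adjusted p of the 28 moved only to 0.053. Depth and organ effect therefore cannot be told apart for this result, because so small a shift moves all calls across the threshold. Leaf or stem RNA in the arid root libraries stays open as a candidate explanation for 26 of the 28. These had a lower forest log2 fold change in stem than in root. Root levels lifted by such RNA would not give the other 2, which had a higher one. That 15 of the 28 were called between forests in stem decides nothing, since such RNA could also hide a fall that stem and root share. Over all 28, 24 were higher in arid roots although 13 were called there, 27 had a higher level in humid leaf or stem than in humid root, and 17 had their highest arid root level in arid root 1. No transcript was called by edgeR without arid root 1. That is not specific to this library, since none was called either without humid stem 1 or 3, arid stem 1 or 3, humid root 3 or arid root 3. GC content and transcript length were not tested, since no sequences were used here. A biological difference between the organs in their response to the forest, which the design names, stays open and was not tested apart from these explanations.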

How the results depend on the processing

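Upper quartile scaling and thinning to the total of the shallowest library were chosen only after the data were seen. Each count below is of transcripts called at an adjusted p under 0.05, by edgeR unless DESeq2 is named. No correlation and no log2 fold change of a named transcript changed its sign under any setting. The larger side changed in 4 splits of the calls. The calls higher in the arid forest in root made up 84.6%, but were 79 of 160 with only the root libraries, and those higher in leaf fell from 58.7% to 48.9% against stem and from 58.5% to 49.3% against root under upper quartile scaling. Those higher in stem than in root fell from 57.6% to 47.4% without arid stem 2. The count between leaf and root stayed within 1.5 times of 8016 under all settings, from 6802 with a 2-fold minimum to 10188 under DESeq2, and from 6112 to 7753 with single libraries left out. The other organ comparisons stayed within 1.5 times under all settings except DESeq2 and single libraries left out.

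DESeq2 gave more calls in every comparison. It called 335 transcripts between forests in leaf, 3833 in stem and 2422 in root, and 19 in all 3 organs with the same sign. For the difference of the forest effect it called 276 for leaf and stem, 447 for leaf and root and 2019 for stem and root. It called 6297 between leaf and stem and 7571 between stem and root. All 565 stem calls and 649 of the 662 root calls of edgeR were among its calls. In the simulated data about 1 call in 3 of DESeq2 was of an unchanged transcript, and few were with edgeR, so part of the gain may be false calls.

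Fits with only the libraries compared have fewer libraries to estimate the spread from. They also take it from those organs alone, and it differed between organs, at 51.1% in leaves, 61.4% in stems and 47.5% in roots. The main fit shares 1 estimate and treats the organs of a seedling as independent. Which of these lowered the counts was not tested. The separate fits called 1 transcript between forests in leaf, 23 in stem and 160 in root, and 1 for the difference between stem and root. Forest log2 fold changes then correlated with r of 0.364 for leaf and stem, 0.272 for leaf and root and 0.161 for stem and root. Without a filter, 368 transcripts were called in stem and 0 for the difference between stem and root, with 47821 transcripts to adjust over. The correlations across all transcripts were then 0.242, 0.196 and 0.073 in the same order. Robust shrinkage called 2 transcripts for the difference between leaf and root and 8 for that between stem and root. Upper quartile scaling called 2 for the difference between leaf and root. The cause of these 3 changes was not tested. Thinning called 0 for the difference between stem and root. Upper quartile scaling moved the median log2 fold change of all transcripts from 0.03 to -0.12 between forests in stem and from 0.03 to -0.11 between leaf and root.

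Leaves, stems and roots of a seedling are paired, and the seedling was fitted as a replicate block. The difference of the forest effect between stem and root then had 77 calls, and the block changed no other count of calls between organs by over 1.5 times. The cause of this change was not tested. Between forests the replicate numbers mark different seedlings. The 9 pairs of the same organ and number had a median correlation of deviations of -0.069, and 2 of them exceeded 0.1, so the libraries share only a number. A replicate block by this number gave 1 call in leaf, 530 in stem and 662 in root, and a correlation of 0.113 for stem and root.

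With 1 library left out, the calls between forests in leaf ranged from 0 to 4, with 1 without arid leaf 1 or arid leaf 3 and 4 without humid leaf 3. In stem they ranged from 32 without humid stem 3 to 3611 without arid stem 2, with 40, 62, 92 and 171 without humid stem 1, humid stem 2, arid stem 1 and arid stem 3. In root they ranged from 1 without humid root 3 to 1110 without arid root 2, with 90, 241, 242 and 281 without arid root 1, arid root 3, humid root 1 and humid root 2. For the difference of the forest effect between leaf and stem the range was 0 to 163, with 1 without humid leaf 3 and 163 without arid stem 2. Between leaf and root it was 0 to 218, with 1 without humid root 1, 2 without humid root 2 or arid leaf 3 and 218 without arid root 2. Between stem and root it was 0 to 1138, with 1138 without arid stem 2, 273 without arid root 2, 1 without humid stem 2, humid root 1 or humid root 2 and 0 without each of the others.

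Calls between leaf and stem ranged from 1564 without humid stem 1 to 5211 without arid stem 2. The count was 1583 and 1815 without humid leaves 1 and 3, 2018 and 1666 without arid leaves 2 and 3, and 1739 and 1775 without humid stems 2 and 3. Calls between stem and root ranged from 2751 without arid root 2 to 8224 without arid stem 2, with 3000 without humid stem 3 and 2785 without humid root 3. No transcript was called in all 3 organs with any library left out. The correlations of forest log2 fold changes ranged from 0.245 without arid leaf 2 to 0.356 without humid leaf 1 for leaf and stem, from 0.177 without arid root 2 to 0.278 without arid root 1 for leaf and root, and from 0.073 without humid root 1 to 0.161 without arid stem 2 for stem and root. Leaving out a library lowers the number of samples and, where the library lies apart from its group, also the spread.

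The log2 fold changes of the 4 named transcripts kept their sign under all settings. Over all settings the adjusted p of Ag_36458 ranged from 3.9e-08 to 0.12 in stem and from 2.3e-11 to 0.081 in root, that of Ag_47668 from 1.4e-06 to 0.14 in stem and from 7.5e-07 to 0.17 in root. That of Ag_22218 ranged from 1.3e-05 to 0.17 in stem and from 0.00021 to 0.11 in root, that of Ag_42466 from 0.00071 to 0.18 in stem and from 0.0032 to 0.18 in root, by DESeq2 at the low end and edgeR at the high end. Single libraries left out took each call above 0.05 by edgeR. For Ag_36458 the adjusted p was 0.1, 0.088, 0.12 and 0.059 in stem without humid stems 1, 2 and 3 and arid stem 1, and 0.055, 0.051 and 0.081 in root without humid roots 1, 2 and 3. For Ag_47668 it was 0.14, 0.097, 0.13 and 0.061 in stem without humid stems 1, 2 and 3 and arid stem 1, and 0.083, 0.099, 0.16 and 0.17 in root without humid roots 1, 2 and 3 and arid root 1. For Ag_22218 it was 0.064, 0.092 and 0.057 in stem without humid stems 1 and 3 and arid stem 3. For Ag_42466 in stem it rose above 0.05 without any library except arid stem 2, to between 0.053 and 0.13. The root calls of Ag_22218 and Ag_42466 were lost without any one of the 6 root libraries, at 0.053 to 0.11 and 0.064 to 0.18. Fits with only the libraries compared gave Ag_47668 an edgeR adjusted p of 0.12 in stem and 0.11 in root, Ag_22218 0.17 in stem and Ag_42466 0.18 in stem. In root, thinning gave Ag_22218 0.061, no filter gave Ag_42466 0.056, and the replicate block by number gave 0.051 for Ag_47668 and 0.05 for Ag_42466.

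Depth limits the rarer transcripts most in humid root 2, where a count of 0 allowed up to 0.979 CPM. With every library at the total of that one, 788 transcripts were called in root and 421 in stem.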

Other observations

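Chosen only after the results were seen were the tests on transcripts above both shoot levels, on dilution of root transcripts and on the label of arid stem 2, as was the thinning of libraries to equal totals. The definition of leaf-typical and stem-typical transcripts was also settled after the data were seen, since a first one, at 20-fold over both other organs, held too few.

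In counts of other groupings, the forest comparison in leaf gave as many calls in 10 of the 10 splits of the 6 seedlings, since none was called by edgeR in any, with 2698 at an unadjusted p under 0.05 in the real split and 335 called by DESeq2. For stem, 1 of the 10 splits gave as many, and for root also 1 of the 10, in each case the real one, and the other splits gave no call by edgeR. The differences of the forest effect between leaf and stem and between leaf and root had no call by edgeR in any of the 10 splits, so 10 of 10 gave as many, against 276 and 447 called by DESeq2 in the real one. Transcripts shared by all 3 organs were at 10 of 10 as well, which the lack of calls in leaf fixed beforehand. Correlations of the log2 fold changes between organs as high as the real ones came from 4 of the 10 splits for leaf and stem, 1 for leaf and root and 7 for stem and root. Since 10 splits cannot give a share below 0.1, chance cannot be excluded for any of these. For each of leaf against stem, leaf against root and stem against root, 1 of 32 swaps of organs within seedlings gave as many calls. It was the real one. The share of 0.031 is the smallest that 32 swaps allow and is not adjusted for the 3 comparisons. It argues against chance in each comparison taken alone, but such swaps cannot part organ from sequencing pool.

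More transcripts were higher (560) than lower (102) in arid roots, and this excess was studied further. It was absent in the fit with only the root libraries, where 79 were higher and 81 lower. Lower depth of the humid root libraries is argued against, since 77% of 788 calls were higher in the arid forest after all libraries were thinned to the same total. A candidate explanation is leaf or stem RNA in the arid root libraries, which could enter at dissection. All 560 transcripts had a higher level in humid leaf or stem than in humid root, against 67.5% of all tested and 9.8% of the 102 lower ones. That comparison is in part circular, because humid roots enter both measures. The level was highest in arid root 1 for 432 of the 560 (77.1%). Stem-over-root transcripts stood at 23.3% of the own stem in arid root 3 (quartiles 16.4% and 32.9%) and at 46.2% in arid root 1, against 2.53% or less in humid roots. An admixture would need such raised levels, but so would shoot-type expression in these roots. In arid root 2 the same transcripts stood at 5.58% and leaf-over-root transcripts at 2.14%, close to the 2.53% and 1.82% of humid root 1, so an admixture would have to be small there. It is argued against for 2 transcripts that were above both arid leaves and arid stems by edgeR, since an admixture cannot lift a level past its source. In mean level 70 of the 560 were above both. These transcripts were chosen after their values were seen and are left without identifiers, as the files give no names for them. A greater share of shoot-type expression in roots of the arid forest, as in exposed or greening roots, is a biological alternative that stays open and untested.

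On the first principal component, the root of arid seedling 1 lay nearest to the shoot libraries among the roots, at 17.2 against 57.6 for arid root 3. This did not hold for every pair of libraries, since arid root 3 correlated more closely than arid root 1 with 6 of the 12 shoot libraries, namely the 3 humid stems, arid stems 2 and 3 and arid leaf 3. Leaf RNA in this library may explain it, because leaf-over-root transcripts stood at a median of 52.9% of the own leaf. The interquartile range of that ratio was 1.2 on the log2 scale over 256 transcripts. Between leaves of different seedlings it was 0.85 to 1.43, but an admixture of the own leaf at 1 common share should spread less than that, so this range decides nothing. Leaf RNA and shoot-type expression in this root therefore cannot be told apart. Stem RNA stays open as well. The leaf-over-root set was not required to exceed the stem, and stem-over-root transcripts stood at 46.2% of the own stem in this root. The transcripts called without arid root 1 were 90, of which 85 were higher in the arid forest. With arid root 1 held out of the fit, the median of the 85 in it was 5.45 above the humid roots on the log2 scale. Each other root held out in turn gave its own set of higher transcripts. The median was 4.08 over 231 for arid root 3 and 1.11 over 992 for arid root 2. It was 0.78 over 205 and 0.58 over 222 for humid roots 1 and 2. These values are not levels of the 85, and sets of such unlike size are not directly comparable.

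Root-over-shoot transcripts were low in arid roots 1 and 3, at medians of 7.23% and 7.93% of the humid root mean. In arid root 2 they stood at 29.1% (quartiles 8.69% and 50.5%). Their quartile range there overlapped that of humid root 2, at 40% (quartiles 21.9% and 69.1%). Dilution by leaf or stem RNA as the whole cause is argued against by arid root 3, where their median was 7.93% of the humid root mean, although stem-over-root and leaf-over-root transcripts stood at 23.3% and 11.6%. An admixture of that size would leave most of the root level in place. In humid roots, defined without the own seedling, the lowest median was 40%. Lower expression of root-typical transcripts in the arid forest and a different part of the root in the sample both stay open, and neither was tested.

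In principal component scores and in the transcripts called without it, arid stem 2 stayed near the humid stems. Across all transcripts it did not stand apart from the other arid stems in this. Its correlations with humid stems 1, 2 and 3 were 0.814, 0.798 and 0.821, against 0.788, 0.836 and 0.809 for arid stem 1 and 0.801, 0.841 and 0.837 for arid stem 3. In the transcripts called without it, its median was 0.39 above the humid stems for those higher and -0.65 for those lower in the arid forest. For arid stems 1 and 3, each held out in the same way, the medians were 1.65 and 1.95 for the higher and -3.14 and -2.65 for the lower transcripts. Those medians rest on other sets, of 39 and 63 higher and 53 and 108 lower transcripts. The sets for arid stem 2 held 1497 and 2069, which limits the comparison. For humid stems 1, 2 and 3, held out likewise, the medians of the lower transcripts were 0.02, -0.28 and -0.2. That of the higher ones was 0.68 for humid stem 2 and rested on too few transcripts for the others. A humid stem under an arid label is argued against as a cause, because the 100 most abundant transcripts took 19.1% of the reads of arid stem 2, against 16.9% and 22.5% in the other arid stems and at most 10.6% in the humid ones. A difference between seedlings of the arid forest may explain the pattern and was not tested. Arid root 2 of the same seedling also lay nearest to the humid roots among the arid ones, at 149.2 on the first principal component.

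The scaling factors of the arid stems were lower than those of the humid stems by 0.327 on average. One abundant transcript with the prefix non_cod took 2.88 ± 0.748% of the reads in arid and 0.659 ± 0.466% in humid stems (n = 3), with a log2 fold change of 2.63 (SE 0.69, edgeR adjusted p 0.063, not called). It is argued against as the cause of the lower factors, because the gap was still 0.306 without it. A broader shift towards abundant transcripts in arid stems stays open.

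Transcripts below 0.5 CPM in all 3 organs of a seedling and at 1 CPM or more in at least 13 of the other 15 libraries numbered 38 over the 6 seedlings. They were 9, 6 and 0 in humid seedlings 1, 2 and 3 and 6, 8 and 9 in arid seedlings 1, 2 and 3, so that humid seedling 3 had none of its own and enters the test only through the others. Organs joined to seedlings by number without a shared origin are argued against, since 1 of the 1296 ways to join organs within forests, the real one, gave as many (exact p 0.00077, one-sided, the smallest possible). The next highest total was 34 and the median 9. Genetic differences between seedlings, such as a lost or diverged gene, may underlie such transcripts and were not tested. Transcripts found in one forest only by a like measure numbered 1, and 7 of the 10 splits of the seedlings gave as many, so that a forest difference and a grouping by chance cannot be told apart.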
